# Exportin 1 modulates life span by regulating nucleolar dynamics via the autophagy protein LGG-1/GABARAP

**DOI:** 10.1126/sciadv.abj1604

**Published:** 2022-04-01

**Authors:** Anita V. Kumar, Taewook Kang, Tara G. Thakurta, Celeste Ng, Aric N. Rogers, Martin R. Larsen, Louis R. Lapierre

## Abstract

Altered nucleolar and ribosomal dynamics are key hallmarks of aging, but their regulation remains unclear. Building on the knowledge that the conserved nuclear export receptor Exportin 1 (XPO-1/XPO1) modulates proteostasis and life span, we systematically analyzed the impact of nuclear export on protein metabolism. Using transcriptomic and subcellular proteomic analyses in nematodes, we demonstrate that XPO-1 modulates the nucleocytoplasmic distribution of key proteins involved in nucleolar dynamics and ribosome function, including fibrillarin (FIB-1/FBL) and RPL-11 (RPL11). Silencing *xpo-1* led to marked reduction in global translation, which was accompanied by decreased nucleolar size and lower fibrillarin levels. A targeted screen of known proteostatic mediators revealed that the autophagy protein LGG-1/GABARAP modulates nucleolar size by regulating RPL-11 levels, linking specific protein degradation to ribosome metabolism. Together, our study reveals that nucleolar size and life span are regulated by LGG-1/GABARAP via ribosome protein surveillance.

## INTRODUCTION

In eukaryotic cells, compartmentalization separates genomic DNA in the nucleus from the rest of the cell by the nuclear envelope. Export of several proteins and RNA from the nucleus to the cytoplasm depends on highly conserved export machinery consisting of the nuclear pore complex (NPC), export receptors, and metabolic energy exchange complexes (*1*). A highly conserved nuclear export receptor, Exportin 1 (XPO1/CRM1), binds cargo proteins containing nuclear export signal sequences and facilitates their transport through the NPC in a Ran–guanosine triphosphate–dependent manner (*2*). Functional and proteomics studies have revealed that XPO1 exports a wide array of over 200 proteins including 40*S* and 60*S* preribosomal subunits, translation factors, vesicle coat proteins, cytoskeletal proteins, protein kinases, and transcription factors, many of which are tumor suppressors and oncoproteins (*3*, *4*). Therefore, alterations in XPO1 levels and activity could have ramifications on a wide array of processes ranging from ribosome biogenesis to oncogenesis and proteostasis.

Ribosome biogenesis is a multistep, energetically demanding process that initiates in the nucleolus with ribosomal RNA (rRNA) synthesis and processing and culminates in the cytoplasm with ribosome assembly and maturation. Ribosome biogenesis and protein synthesis affect overall cellular health and proteostasis by controlling cotranslational protein folding, translational fidelity, and the type of mRNAs being translated (*5*). Modest suppression of protein synthesis achieved by mutations in ribosomal subunits and translation factors increases life span in yeast, nematodes, and fruitflies (*6*–*8*). This longevity effect has been attributed to reduced burden on the proteostasis machinery (*9*), reduced protein synthesis rates that lead to higher translation accuracy (*10*, *11*), and, possibly, reallocation of cellular energy toward processes such as protein folding and degradation (*12*).

Recently, our laboratory demonstrated that inhibition of XPO-1/XPO1 extends the mean life span of *Caenorhabditis elegans* by about 15 to 45% (*13*). Reducing the activity of XPO-1/XPO1 in nematodes and human HeLa cells leads to nuclear accumulation of TFEB (transcription factor EB; known as HLH-30 in nematodes), a master regulator of autophagy and lysosome biogenesis (*13*, *14*). We observed increased autophagy, lysosomes, protein aggregate clearance, and enhanced life span upon genetic and pharmacological XPO1 inhibition (*13*). Since XPO1 is known to facilitate nuclear export of a large protein repertoire including transcription factors and preribosomal subunits (*15*), in addition to TFEB, we predicted that XPO1 modulation would potentially influence transport of several proteins across the nucleus, leading to global alterations in proteostasis. To test this, we used a multi-omics approach studying the transcriptome, translatome, and nuclear and non-nuclear proteomes to identify cellular physiological alterations brought about by XPO-1 inhibition. We identified nucleolar protein, fibrillarin (FIB-1/FBL), and large ribosomal subunit protein, RPL-11.1/RPL11, as key players in XPO-1–mediated modulation of nucleolar size and longevity. Specifically, the HLH-30/TFEB–regulated protein, LGG-1/GABARAP (GABA type A receptor-associated protein), modulates nucleolar size by directly controlling RPL-11 levels, which substantially improved proteostasis and life span. Together, our work demonstrates cross-talk between nucleolar dynamics, proteostasis, and the rate of nuclear export, thus uncovering a previously unidentified regulatory mechanism between convergent hallmarks of longevity.

## RESULTS

### *xpo-1* silencing results in transcriptional down-regulation and nuclear repartitioning of ribosomal genes and translation initiation factors

Nuclear export inhibition by silencing *xpo-1* enhanced autophagy, proteostatic benefits, and increased life span (*13*). To characterize molecular changes in nematodes with inhibited nuclear export, we performed total mRNA sequencing on wild-type nematodes with RNA interference (RNAi)–mediated silencing of *xpo-1* for 96 hours from adulthood (Fig. 1A). 

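Total RNA was taken from cultures of about 3000 worms at day 5 of adulthood, after 96 hours on bacteria that expressed double-stranded RNA against *xpo-1* or carried the empty vector, at 20°C. There were 3 control libraries and 4 *xpo-1* RNAi libraries, each from a separate culture, made from polyadenylated RNA. The authors deposited the number of reads counted on each gene in each library, without normalization; the aligner, the counting program and the use of strand are not stated. The control libraries held 32336573, 31186042 and 30126048 counts, and the *xpo-1* RNAi libraries held 30665379, 28630553, 25661124 and 26989714 counts. The 2 groups overlapped in library size. Each library listed 46547 features, of which 1 had no name and was left out. Genes with at least 10 counts in at least 3 libraries were kept, which left 16384 genes. The counts were normalized by edgeR's TMM method and compared between *xpo-1* RNAi and control with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change over 1.5, the thresholds given in the methods. The choice of normalization shifted the fold changes, and the median log2 fold change of all genes was 0.08 with TMM, 0.02 with DESeq2's size factors and 0.20 with library size alone.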

RNA sequencing (RNA-seq) revealed 2553 significantly differentiated transcripts of which 1172 were down-regulated and 1381 were up-regulated (data file S1 and fig. S1, A to C). 

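The silenced gene was measured first. *xpo-1* (WBGene00002078) lies on chromosome V of WBcel235 from 7805064 to 7814656. It had 503 ± 6.26 normalized CPM (SD, n = 3) in control libraries and 139 ± 13.0 (SD, n = 4) in *xpo-1* RNAi libraries. The log2 fold change was -1.85 (standard error 0.07, adjusted p = 2.75e-11 from edgeR's quasi-likelihood test), and every *xpo-1* RNAi library was below every control library (two-sided exact permutation test, p = 0.0286, the smallest p that 3 libraries against 4 allow). Exons of 2 features on the opposite strand overlap *xpo-1*, so some of its counts can belong to them. With each library left out in turn, the log2 fold change of *xpo-1* stayed between -1.89 and -1.80. Across the 16384 genes tested, 6647 were differentially expressed, of which 2524 were down-regulated and 4123 were up-regulated. Of the 2547 genes of data file S1 found in the files, 1377 of those listed as up-regulated were up-regulated here and 980 of those listed as down-regulated were down-regulated here. Among the fits to all features, the threshold moved the number of genes most. With no fold change minimum 11735 genes passed, and with edgeR's glmTreat against a 1.5-fold change 3799 genes passed. DESeq2 fits to the features with a sequence name alone, chosen after the paper's counts were seen, gave 2554 to 3408 genes.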

Gene ontology (GO) analysis using WormCat (*16*) revealed that transcripts related to mRNA function including nucleolar proteins were significantly down-regulated while those related to stress response were up-regulated (Fig. 1B). 

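Data file S1 gives WormCat categories only for the genes it lists, so the categories were compared between the 2 directions. Of the 982 down-regulated genes that data file S1 lists, 25 (2.55%) belonged to mRNA functions, against 1 (0.073%) of the 1377 up-regulated genes that it lists (odds ratio 35.9, two-sided Fisher's exact test, p = 4.01e-09). These totals include 8 down-regulated and 10 up-regulated genes for which it gives no category. Stress response held 56 (4.07%) of these up-regulated genes and 5 (0.509%) of these down-regulated genes (odds ratio 8.28, two-sided Fisher's exact test, p = 7.25e-09). Among the called genes whose symbols are gene names rather than sequence names, 77 of 3072 are listed in data file S1. Sets fixed by gene symbol were therefore tested as well, with limma's camera on the edgeR counts. The 49 nucleolar and ribosome biogenesis genes fell by a mean log2 fold change of -0.35 (SD 0.26 across genes, 46 of 49 below 0, adjusted p = 2.58e-06 from camera). The RNA came from whole worms, and the 21 germline marker genes also fell (mean -0.56, 21 of 21 below 0). Lower levels per cell were therefore not separated from less germline RNA for the nucleolar set. The 238 pathogen response genes had a mean log2 fold change of 0.40 (SD 0.80 across genes, adjusted p = 8.29e-05 from camera), with 106 up-regulated and 20 down-regulated. Their mean was 0.20 with the trend of counts with gene length removed (adjusted p = 6.91e-04 from camera) and 0.52 with library size alone. The 18 heat shock protein genes did not move together (mean log2 fold change 0.02, SD 0.75 across genes, adjusted p = 0.266 from camera). Camera with the inter-gene correlation estimated from the data moved the tests of the nucleolar and pathogen response sets most, to an adjusted p of 0.464 for each. Among single nucleolar genes, *nol-56* (listed in the files as K07C5.4) had a log2 fold change of -0.68 (standard error 0.06, adjusted p = 4.80e-08 from edgeR's quasi-likelihood test), *nol-14* (listed as Y48G1A.4) of -0.62 (standard error 0.07, adjusted p = 7.78e-07) and *dao-5* of -0.69 (standard error 0.07, adjusted p = 2.28e-07). Exons of *rsa-1* overlap *dao-5* on the opposite strand. *nol-56* and *nol-14* were taken from data file S1, which lists changed genes of these same libraries, so their fall is no separate support. Of the 49 genes of the nucleolar set, 11 were down-regulated past the thresholds and 0 up-regulated. From the categories of the differentially expressed genes (Fig. 1B), the paper states that mRNA function transcripts, nucleolar proteins included, were down-regulated and that stress response transcripts were up-regulated.

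**Figure D1:**
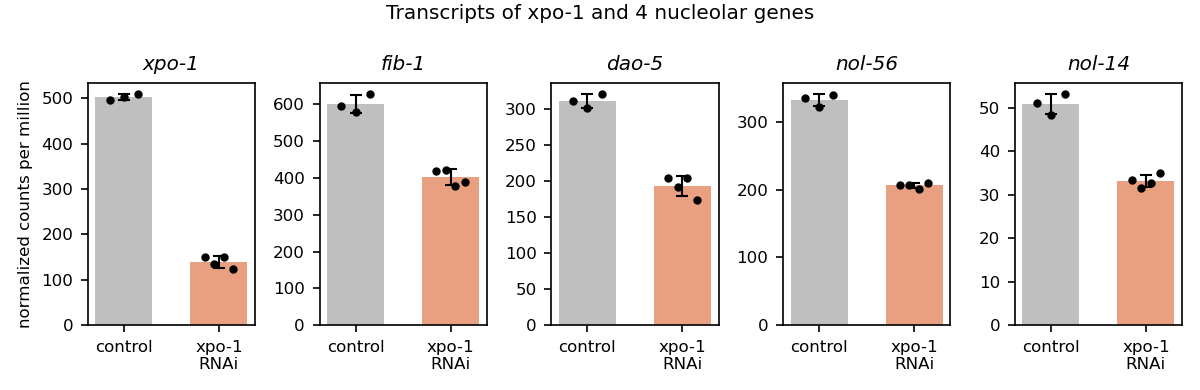
Normalized CPM of *xpo-1*, *fib-1*, *dao-5*, *nol-56* and *nol-14* in control and *xpo-1* RNAi libraries. Bars are means, error bars are SD and points are single libraries (3 control, 4 *xpo-1* RNAi), and in each panel every *xpo-1* RNAi library lies below every control library. *nol-56* and *nol-14* were chosen from the genes that data file S1 lists as changed.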

Comparison of this down-regulated gene set with those from known long-lived mutant nematodes such as *daf-2(e1370)*, *clk-1(qm30)*, *isp-1(qm150)*, *nuo-6(qm200)*, *eat-2(ad465)*, and *glp-1(e2141)* from published datasets (*17*, *18*) revealed that mRNA functions were down-regulated across longevity mutants irrespective of the mutation conferring longevity (Fig. 1C). 

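For the *xpo-1* RNAi part of this comparison, the 63 splicing genes fixed by gene symbol, a group of mRNA function genes, had a mean log2 fold change of -0.24 (SD 0.27 across genes, adjusted p = 3.23e-04 from limma's camera). Of these genes, 52 were below 0, 8 were down-regulated past the thresholds and 0 were up-regulated. The mean was -0.11 with library size alone and -0.35 with the trend of counts with gene length removed. With the inter-gene correlation estimated from the data, the adjusted p from camera was 0.464. Lower levels per cell were not separated from less germline RNA for this set either. The longevity mutants are not analysed here.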

As XPO-1 is a major nuclear protein export receptor, we next examined nuclear and cytoplasmic (non-nuclear) proteomes from *xpo-1*–silenced nematodes compared to control (Fig. 1A and fig. S1D). Tandem mass tagging of peptides followed by mass spectrometry (TMT-MS) analyses revealed major changes in partitioning of proteins across the nucleus upon *xpo-1* RNAi (data file S2). When the average log_2_ intensity ratio for nuclear fraction over cytoplasmic fraction in *xpo-1* RNAi versus control was >1, the protein was considered nuclear repartitioned, while a ratio <1 was cytoplasm repartitioned. This method identifies relative changes in nucleocytoplasmic distribution irrespective of overall changes in protein levels but does not differentiate between changes in nucleocytoplasmic transport and protein turnover. Therefore, a change in partitioning could either stem from change in nuclear export or from altered protein turnover in the nucleus or cytoplasm. Proteins with nucleus over cytoplasm log_2_ intensity ratios that were statistically significant were considered for further analysis. GO term analysis using WormCat (*16*) indicated that metabolism, ribosome, mRNA function, chaperone, and proteasome were the top categories repartitioned (Fig. 1D). Different subcategories of proteins within the parent GO term were either repartitioned in the nucleus or cytoplasm. For instance, in the category of ribosomes, nuclear repartitioning included ribosomal subunits, biogenesis factors, and translation initiation factors, while cytoplasmic repatriating included only biogenesis proteins (Fig. 1D). Overall, 3609 proteins were identified as nuclear repartitioned including proteins involved in lipid and nucleotide metabolism, binding and processing of mRNA, ribosome formation and function, proteasome-mediated degradation, oxidative and heat stress response, autophagy, and actin and microtubule cytoskeleton. Among the repartitioned proteins in the cytoplasm, 2152 proteins were identified including phospholipid and carbohydrate metabolism, mRNA splicing, few ribosome biogenesis factors, intermediate filament proteins, pathogen stress response factors, and autophagy and lysosomal function (Fig. 1D and data file S2). About 6% of the proteins identified as repartitioned were reported as potential XPO1 cargoes by (data file S2) (*15*), indicating likely previously unidentified cargoes and/or secondary effects of export inhibition–mediated protein repartitioning. Analysis of the overlaps between our transcriptomic and proteomic data identified proteins whose transcripts were differentially regulated in addition to being repartitioned including pathways such as mRNA functions, metabolism, development, and proteolysis (fig. S1E). 

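On the transcript side of this overlap, the readable part of data file S2 holds 1437 proteins, all of them nuclear repartitioned. Transcripts of 1367 of these were tested. Of these, 246 were down-regulated, 132 were up-regulated and 989 were not called. The median log2 fold change of the 1367 transcripts was -0.18, against 0.08 for all 16384 genes tested. Other transcripts of like abundance were not compared, so this difference does not tie lower transcripts to nuclear repartitioning. Data file S1 lists 97 of the called ones. Cytoplasm repartitioned proteins are not analysed here.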

Overall, our data point toward a reduction in ribosome biogenesis and translation machinery in the cytoplasm of *xpo-1*–silenced nematodes compared to control.

**Fig. 1.**
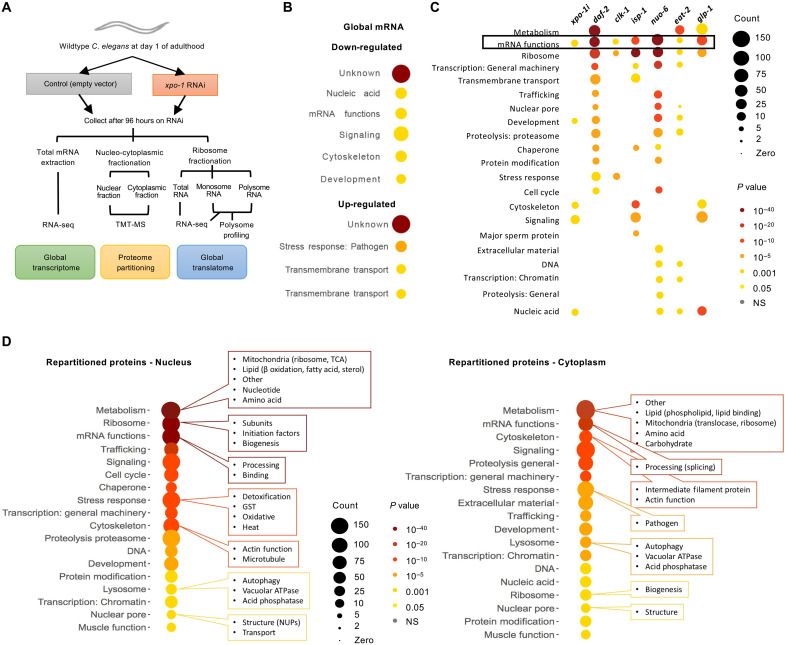
*xpo-1* silencing down-regulates expression of genes involved in protein synthesis and alters nucleocytoplasmic protein partitioning. (**A**) Schematic illustrating the omics approaches taken to study molecular changes in nematodes with nuclear export inhibition. (**B**) GO categories of differentially regulated genes significantly enriched upon *xpo-1* RNAi compared to control after 96 hours using WormCat database (*16*). See data file S1 for complete list of significant differentially regulated transcripts and fig. S1 (A to C) for principal components analysis (PCA), volcano plots, and heatmaps. (**C**) Comparison of GO categories of significantly down-regulated genes from long-lived mutants (*17*, *18*) with those for *xpo-1* RNAi from this study. (**D**) Protein GO categories and subcategories that are either enriched in nuclear and non-nuclear (cytoplasmic) fractions after 96 hours of *xpo-1* RNAi compared to control. See fig. S1D for purity of fractions and data file S2 for complete list of significant repartitioned proteins. NS, not significant.

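The 81 cytosolic ribosomal protein genes had a mean log2 fold change of -0.25 (SD 0.26 across genes, adjusted p = 4.60e-05 from limma's camera). Of these, 68 were below 0, and 10 were down-regulated and 0 up-regulated past the thresholds. The 35 translation initiation factor genes had a mean log2 fold change of -0.41 (SD 0.36 across genes, adjusted p = 5.04e-08 from camera), with 12 down-regulated and 0 up-regulated. With library size alone in place of TMM the mean of the ribosomal protein genes was -0.13, and with the trend of counts with gene length removed it was -0.54. With the inter-gene correlation estimated from the data, the adjusted p from camera was 0.593 for the ribosomal protein genes and 0.159 for the initiation factor genes. Lower levels per cell were not separated from less germline RNA for either set.

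**Figure D2:**
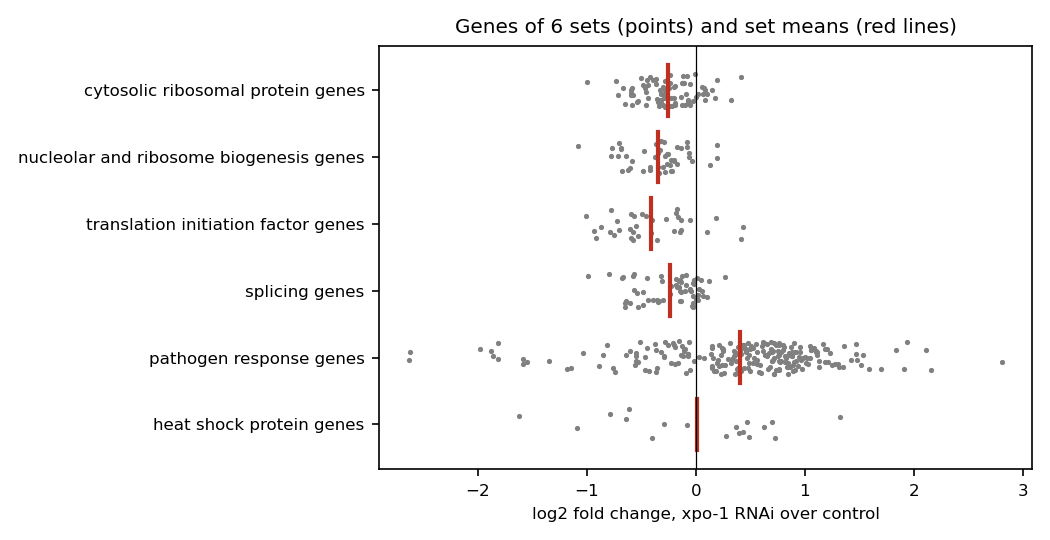
Log2 fold change of *xpo-1* RNAi over control for each gene (points) of 6 gene sets, with set means as red lines. The translation initiation factor genes have a mean of -0.41, the pathogen response genes a mean of 0.40 and the heat shock protein genes a mean of 0.02.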

### *xpo-1* silencing reduces global translation but enhances translation of a subset of mRNA

Owing to the observed down-regulation and nuclear repartitioning of ribosomal components with *xpo-1* silencing and the central role played by XPO-1 in preribosomal subunit export (*15*), we measured translation levels by polysome profiling in control and *xpo-1*–silenced nematodes. Polysome profiles revealed a marked flattening of monosome and polysome peaks with *xpo-1* silencing without an obvious change in the 40*S* and 60*S* peaks (Fig. 2A), indicating a global reduction in translation likely due to the observed transcriptional reduction and repartitioning of components related to ribosome and mRNA function. Sequencing of mRNA obtained from monosome and polysome fractions uncovered mRNAs with altered translation efficiency (TE; fig. S2, A and B). Notably, despite the reduction in global translation, we uncovered a subset of mRNA with increased TE (Fig. 2B) calculated by comparing polysome and monosome mRNA counts in *xpo-1* RNAi versus control (data file S3). Genes that showed decreased TE had relatively shorter lengths of mRNA coding sequences (CDSs), while genes with increased TE had longer CDS (Fig. 2C), which suggests mRNA structure as a contributor of altered translation in *xpo-1* RNAi conditions. mRNAs with decreased TE mainly belong to metabolism, extracellular matrix, ribosome, and mRNA function pathways, while those with increased TE are mainly involved in cell survival pathways such as neuronal function, stress response, and signaling (Fig. 2D). Similar observations of increased translation of stress response and nuclear-encoded mitochondrial genes in the presence of global translation reduction have been made in other longevity paradigms achieved by attenuating translation initiation factor eIF4G (*19*) or dietary restriction (*20*). Using the GenAge database for genes implicated in altering life span (*21*), we found that several known antilongevity genes displayed reduced TE upon *xpo-1* silencing. Although the distribution of pro- and antilongevity genes appeared to be equal across changes in TE, there was a higher percentage of antilongevity genes (83.78%) than prolongevity genes in the −2 to −4-fold range (fig. S2C). To determine genes that are exclusively regulated at the translational level and unaffected transcriptionally, we compared differentially regulated polysome mRNA with that of total mRNA from *xpo-1* RNAi versus control extracted before ribosome fractionation (data file S4). In line with the TE patterns, we observed translational down-regulation of ribosome and mRNA function genes and up-regulation of stress response mRNAs (Fig. 2E), likely indicative of selective translational output mediated by the activity of XPO-1. Therefore, the reduction and repartitioning of ribosome biogenesis proteins in *xpo-1* knockdown nematodes is accompanied by global translation reduction and an altered translatome with a prolongevity signature.

**Fig. 2.**
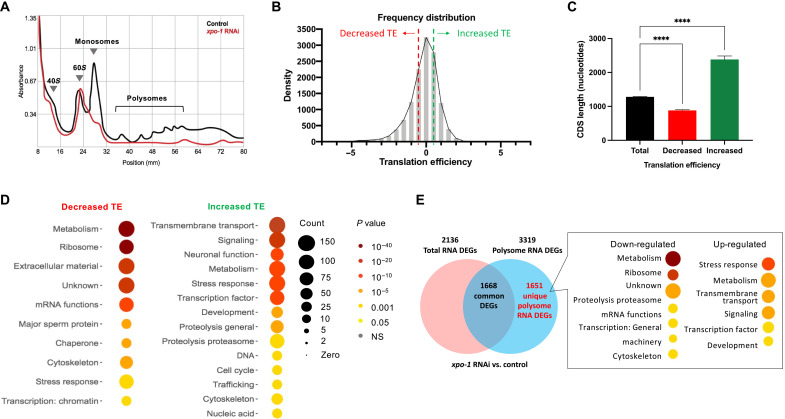
*xpo-1* silencing reduces global translation but enhances translation of a subset of mRNA. (**A**) Representative polysome profiles of ribosomes extracted from control and *xpo-1* RNAi nematodes after 96 hours on RNAi. (**B**) Histogram of genes with increased or decreased TE, calculated as log_2_ ratio of polysomal versus monosomal differences between *xpo-1* RNAi and control; calculation method adapted from (*69*). See data file S3 for complete list of proteins with altered TE and fig. S2 for PCA and volcano plots. (**C**) CDS length of transcripts with decreased (*n* = 881) or increased (*n* = 692) TE compared to total transcripts (*n* = 12048) [mean ± SEM, analysis of variance (ANOVA), ****P < 0.0001]. (**D**) WormCat GO categories of proteins with altered TE from (B). (**E**) Venn diagram depicting common and unique polysome differentially expressed genes (DEGs) in *xpo-1* RNAi compared to control and the WormCat GO categories represented by these unique DEGs. See data file S4 for complete list of unique polysome DEGs.

### Life-span modulation by XPO-1 is dependent on nucleolar dynamics and the nucleolar methyltransferase fibrillarin

rRNA is transcribed, processed, and assembled into preribosomal subunits in the nucleolus (*22*), a nuclear compartment reported to be altered during aging (*23*). To determine how ribosome biogenesis may be modulated by XPO-1, we measured rRNA levels from *xpo-1*–silenced and control nematodes. We found a marked decrease in the intensity of 26*S* and 18*S* rRNA bands at days 10 and 20 of *xpo-1* RNAi (Fig. 3A). However, there was no significant change in the 47*S* pre-rRNA levels measured by quantitative polymerase chain reaction at the same time points (Fig. 3B), and this was confirmed using two additional primer sets for 47*S* rRNA from prior publications (fig. S3A) (*24*). Hence, we reasoned that the lower levels of mature rRNA found with *xpo-1* silencing could possibly stem from an attenuation of rRNA processing rather than a reduction in rRNA transcription. From our multi-omics datasets (data files S1 to S3), we identified the nucleolar rRNA methyltransferase, fibrillarin (FIB-1), to be transcriptionally and translationally down-regulated with higher repartitioning in the cytoplasm in *xpo-1* RNAi nematodes compared to control. 

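*fib-1* (WBGene00001423) lies on chromosome V of WBcel235 from 15000653 to 15002273, and no other feature overlaps its exons. Its transcript had 602 ± 24.4 normalized CPM (SD, n = 3) in control libraries and 402 ± 21.9 (SD, n = 4) in *xpo-1* RNAi libraries. The log2 fold change of *fib-1* was -0.58 (standard error 0.06, adjusted p = 7.53e-07 from edgeR's quasi-likelihood test). This is just under the 1.5-fold minimum (0.585 on the log2 scale), so *fib-1* passed the adjusted p threshold and not the fold change minimum. With DESeq2's size factors the log2 fold change was -0.64, which passes both.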

FIB-1/FBL catalyzes 2′-*O*-methylation of ribose moieties in rRNA and is also involved in pre-rRNA processing (*25*). We confirmed the reduction of overall FIB-1/FBL levels upon *xpo-1/XPO1* silencing and observed that the cytoplasmic repartitioning was due to a decrease in nuclear FIB-1 levels (Fig. 3C and fig. S3B). Silencing *xpo-1* also resulted in smaller nucleolar size visualized by FIB-1::GFP (green fluorescent protein)–labeled nucleoli (*26*) and in wild-type (N2) nematodes and by SYTO RNASelect RNA staining in HeLa cells (Fig. 3, D and E), which corroborated the observed nuclear reduction of FIB-1 from our proteomics data. Nucleolar measurements in FIB-1::GFP nematodes with mutant *daf-2(e1370)* or *glp-1(e2141)* were used as positive controls and displayed smaller nucleoli as reported earlier (fig. S3C) (*23*). While these results demonstrate reduction in the size of FIB-1::GFP–tagged nucleoli with *xpo-1* RNAi, it must be acknowledged that overexpression of FIB-1 could have resulted in phenotypes that might not be found with endogenous FIB-1 levels. Therefore, we also used a CRISPR strain expressing nucleolar protein DAO-5 tagged to GFP (*27*). Similar to the results using FIB-1::GFP nematodes, we observed reduced nucleolar size in DAO-5::GFP–expressing nematodes (fig. S3D). RNA polymerase I inhibitor, CX-5461 (*28*), was used as a positive control for nucleolar disruption in HeLa cells (fig. S3E).

**Fig. 3.**
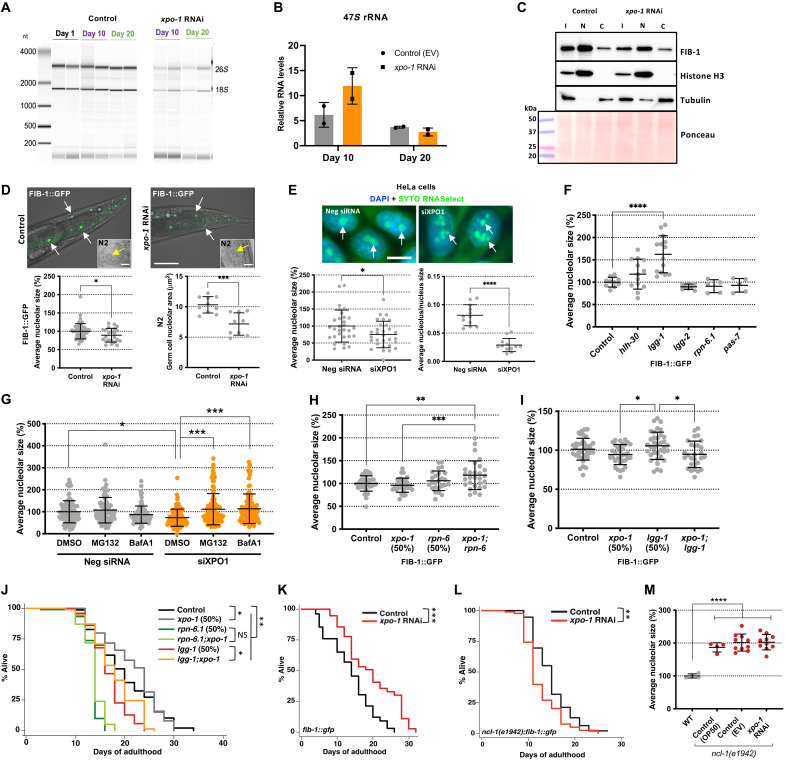
*xpo-1* life-span modulation links nucleolar dynamics to protein degradation systems. (**A**) rRNA levels (biological duplicates) on days 1, 10, and 20. (**B**) Expression of 47*S* pre-rRNA from control and *xpo-1* RNAi (biological duplicates). (**C**) FIB-1 protein levels in input (I), nuclear (N), and cytoplasmic (C) fractions after 96 hours of RNAi. Histone H3 and tubulin are markers for nuclear and cytoplasmic fractions, respectively. (**D**) Nucleoli (arrows) visualized by FIB-1::GFP and in germ cells in N2 (insets; scale bar, 5 μm) after 48 hours of RNAi (scale bar, 50 μm). Graphs represent average nucleolar size (% or μm^2^) from two to three independent experiments. (**E**) Nucleoli (arrows) in HeLa cells stained by SYTO RNASelect upon siRNA treatment for 48 hours. Graphs represent average nucleolar size (%) and nucleolar/nuclear size ratios from three independent experiments. (**F**) Average nucleolar size in FIB-1::GFP–expressing nematodes upon RNAi for autophagy and proteasomal genes for 48 hours. (**G**) Average nucleolar size in HeLa cells stained with SYTO RNASelect after treatment with siRNA for 48 hours along with MG132, bafilomycin A, or vehicle control dimethyl sulfoxide (DMSO). (**H** and **I**) Nucleolar size measurement with combined silencing of either *xpo-1* and *rpn-6.1* or *xpo-1* and *lgg-1* or 50% of individual RNAi in nematodes for 48 hours. (**J**) Life-span analyses in wild-type nematodes with *xpo-1*, *rpn-6.1*, and lgg-1 RNAi, alone or in combination with *xpo-1*. (**K** and **L**) Life-span analyses in *fib-1::gfp* (K) and *ncl-1(e1942);fib-1::gfp* (L) strains fed on control or *xpo-1* RNAi bacteria. (**M**) Average nucleolar size in *ncl-1(e1942);fib-1::gfp* strain on RNAi or OP50 for 48 hours compared to wild-type *fib-1::gfp* strain on OP50 (*n* = 4 to 10 nematodes). Data are represented as means ± SD from three independent trials. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by Student’s *t* test or ANOVA or Mantel-Cox log rank test for life-span analyses. See table S1 for life-span statistics and repeats. DAPI, 4′,6-diamidino-2-phenylindole.

Reduced nucleolar size (*23*) and lower *xpo-1* levels (*13*) are common features of several long-lived nematode models, and most of these models display enhanced proteostatic capacity (*29*). Hence, we sought to investigate the link between proteostasis and nucleolar modulation in the context of *xpo-1* silencing. Knockdown of genes involved in autophagy and the ubiquitin-proteasome system showed alterations in nucleolar size with the most notable and significant change observed with silencing of *lgg-1* (Fig. 3F), which encodes an autophagosome membrane protein that is an ortholog of human GABARAP (*30*, *31*). Since *lgg-1* is a putative target gene for HLH-30 (*14*), we tested whether *lgg-1* transcription increased upon *xpo-1* RNAi in a HLH-30–dependent manner. As expected, loss of HLH-30 blunted the increase in *lgg-1* transcription upon *xpo-1* silencing; however, transcriptional changes in *fib-1* and 47*S* pre-rRNA were independent of HLH-30 loss (fig. S3F). In HeLa cells, silencing *GABARAP*, but not *LC3* (microtubule-associated proteins 1A/1B light chain 3B), also caused nucleolar expansion (fig. S3G). Moreover, we observed that blocking the proteasome with MG132 or blocking autophagy using the lysosome acidification inhibitor, bafilomycin A1, reversed the small-nucleoli phenotype brought about by *XPO1* silencing in HeLa cells (Fig. 3G), highlighting the significance of efficient proteostasis in modulating nucleolar size upon *xpo-1* depletion. Testing this in nematodes also showed a reversion of nucleolar size when the gene encoding longevity-associated proteasomal protein *rpn-6.1* (*32*) was silenced in addition to *xpo-1* (Fig. 3H). We also observed reversion of large nucleoli induced by *lgg-1* silencing when *xpo-1* and *lgg-1* were silenced together (Fig. 3I). Overall, these results suggest an active role for protein degradation pathways in nucleolar modulation.

Although low fibrillarin has been linked to longevity (*23*) and its partitioning is modulated by XPO-1 (Fig. 3C), the impact of the protein degradation system on nucleolar size and consequently, on life span, is unknown. To test this, we performed survival assays in wild-type and FIB-1–overexpressing nematodes and found that knockdown of *xpo-1* in addition to *rpn-6.1* or *lgg-1* silencing could not improve survival of *rpn-6.1* or *lgg-1* silencing conditions alone (Fig. 3J and fig. S3H). Moreover, *xpo-1* RNAi was unable to extend life span in the *rpn-10(ok1865)* strain (*33*) with a loss-of-function mutation in proteasomal protein RPN-10 (fig. S3I). Together, these indicated the requirement for functional proteasomes and autophagy machinery in XPO-1–mediated life-span modulation. Unexpectedly, we did not observe any accumulation of FIB-1 protein in nuclear or cytoplasmic fractions when *rpn-6.1* or *lgg-1* was silenced either alone or in addition to *xpo-1* silencing (fig. S4, A and B). This observation suggests that the reduction in FIB-1 levels when *xpo-1* is silenced mainly has a transcriptional origin, which we observed in our RNA-seq dataset (data file S1). *xpo-1* silencing extended life span in FIB-1–overexpressing nematodes in which nucleolar size is reduced by *xpo-1* RNAi (Fig. 3, K and D); however, this effect was completely lost in mutants of the FIB-1 translational repressor, NCL-1 (abnormal nucleoli-1) (*34*), in the FIB-1 overexpression background in which *xpo-1* RNAi is unable to reduce FIB-1 and nucleolar size because of the upstream *ncl-1* mutation (Fig. 3, L and M). This directly implicates nucleolar size reduction and FIB-1 modulation as mechanistic foundations for the effect of XPO-1 on life span. 

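The *fib-1* transcript had between 580 and 628 normalized CPM across the 3 control libraries and between 378 and 423 across the 4 *xpo-1* RNAi libraries (two-sided exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change of *fib-1* stayed between -0.61 and -0.55. The paper's reported value in data file S1 is -0.667035.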

Together, these data highlight the requirement for enhanced proteostasis and nucleolar modulation for longevity attained by *xpo-1* silencing.

### Ribosomal protein RPL-11 is reduced by *xpo-1* silencing and regulates nucleolar size

Ribosomal subunit proteins that are in stoichiometric excess have been known to accumulate around nucleoli when proteostasis is blocked (*35*). 

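In the total mRNA of *xpo-1* RNAi worms, *rpl-4*, *rpl-11.1* and *rps-8* were lower than in control and, with TMM, did not reach the 1.5-fold minimum. The log2 fold change of *rpl-4* was -0.23 (standard error 0.06, adjusted p = 0.00278 from edgeR's quasi-likelihood test). With library size alone in place of TMM, *rpl-4* was at -0.11 with an adjusted p of 0.102 from the same test. The log2 fold change of *rpl-11.1* was -0.36 (standard error 0.07, adjusted p = 3.77e-04 from the same test) and that of *rps-8* was -0.36 (standard error 0.07, adjusted p = 1.33e-04). With the trend of counts with gene length removed, *rpl-11.1* was at -0.62 (adjusted p = 5.26e-08) and *rps-8* at -0.60 (adjusted p = 5.57e-10), both past the 1.5-fold minimum, and *rpl-4* was at -0.39. For each of these genes, every *xpo-1* RNAi library was below every control library. Exons of *lmd-2* overlap *rpl-4* on the opposite strand, and reads of *rpl-11.1* can be shared with its paralog *rpl-11.2*.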

Since *xpo-1* RNAi led to a down-regulation of several ribosomal proteins, we sought to investigate whether this ribosomal subunit protein reduction along with enhanced proteostasis could contribute to smaller nucleoli. We selected three ribosomal subunit proteins (RPL-4, RPL-11.1, and RPS-8), all of which had reduced TE and were nuclear repartitioned with *xpo-1* RNAi (data files S2 and S3). Silencing each ribosomal subunit protein led to reduced nucleolar size (Fig. 4A). Since RPL11 is involved in p53-regulated nucleolar stress response (*36*) and RPL11 showed marked accumulation in nuclear fractions of *XPO1*-silenced HeLa cells upon blocking the proteasome and lysosome acidification with MG132 and bafilomycin A1, respectively (Fig. 4B), compared to that of RPL4 and RPS8, we hypothesized that this important ribosomal subunit may serve as a key target for nucleolar size regulation (*37*, *38*). We next investigated whether the proteostasis machinery in nematodes with silenced *xpo-1* contributes to RPL-11 degradation in the nucleus. Only *lgg-1* and not *rpn-6.1* RNAi caused RPL-11 to accumulate in nuclear fractions from nematodes with or without *xpo-1* silencing (Fig. 4, C and D, and fig. S4B), indicating the involvement of LGG-1 in RPL-11 degradation. Similarly, silencing the gene coding for lysosomal vacuolar-type adenosine triphosphatase, *vha-19*, caused RPL-11 to accumulate in nuclear fractions from nematodes with *xpo-1* silencing (fig. S5A), pointing toward a potential role for autophagy in nuclear RPL-11 turnover. Silencing *rpl-11.1* prevented nucleolar expansion induced by *lgg-1* RNAi (Fig. 4E), highlighting the contribution of RPL-11 to nucleolar size modulation by LGG-1. We also found RPL-11 to physically interact with LGG-1 by coimmunoprecipitation of RPL-11 using a GFP::LGG-1–expressing strain (Fig. 4F). Overexpressing LGG-1 in long-lived *daf-2* mutant nematodes further decreases RPL-11, supporting a role for LGG-1 in RPL-11 turnover (Fig. 4G). Silencing *lgg-1* reversed the phenotypes of small nucleoli and longevity in *daf-2* mutants (Fig. 4H and fig. S5B) (*39*), supporting a role for LGG-1 in nucleolar size modulation related to longevity. Overexpression of LGG-1 further extended life span of *daf-2* mutants and wild-type nematodes to a lesser extent (Fig. 4I). Modulating nucleolar size by silencing *rpl-11.1* in inducible muscle β-amyloid (Aβ)–expressing nematodes (*40*) significantly reduced the percentage of paralyzed worms after 48 hours of silencing, rescuing Aβ worms from paralysis (fig. S5C). Together, our data underscore the importance of RPL-11 and its degradation by LGG-1 in longevity.

**Fig. 4.**
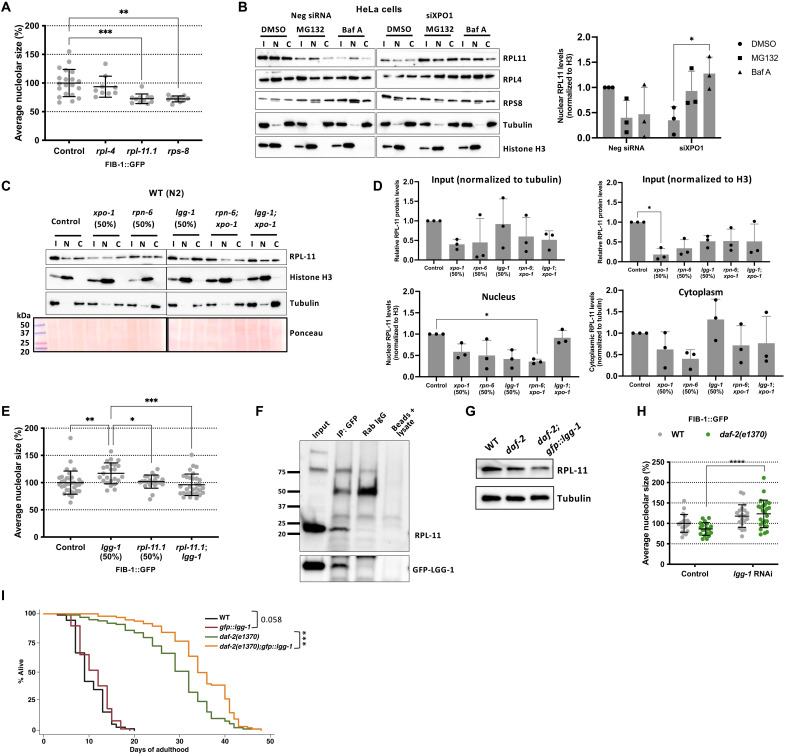
RPL-11 is regulated by XPO-1 and contributes to nucleolar size modulation. (**A**) Average nucleolar size (%) in FIB-1::GFP nematodes on ribosomal subunit gene RNAi versus control (*n* = 10 to 20 nematodes). (**B**) Representative blots for RPL11, RPL4, and RPS8 levels in input (I), nuclear (N), and cytoplasmic (C) fractions from HeLa cells upon *xpo1* or control RNAi and either proteasome (MG132) or lysosome (bafilomycin A1) inhibition. Graph represents RPL-11 levels in nuclear fractions for the same conditions as the blot. (**C**) Representative blot for RPL-11 protein levels in input (I), nuclear (N), and cytoplasmic (C) fractions from wild-type N2 nematodes on control and various RNAi for 96 hours. Histone H3 and tubulin were used as markers for nuclear and cytoplasmic fractions, respectively. (**D**) Densitometric quantification of blots in (C). Tubulin was used as reference for input and cytoplasm fractions, while histone H3 was used for input and nuclear fractions. (**E**) Epistatic analysis of *lgg-1* and *rpl-11.1* on average nucleolar size in FIB-1::GFP nematodes. (**F**) Representative coimmunoprecipitation (co-IP) of RPL-11 with GFP::LGG-1 using rabbit immunoglobulin G (IgG) and no antibody/sera as negative controls. Confirmation of IP by probing with GFP. (**G**) Representative blot of RPL-11 levels in long-lived *daf-2(e1370)* mutants with or without LGG-1 overexpression compared to wild-type N2. (**H**) Average nucleolar size in wild-type and *daf-2(e1370)* mutants in the presence and absence of *lgg-1* RNAi. (**I**) Life-span analysis of wild-type and *daf-2(e1370)* mutants with normal and overexpression of LGG-1. Data are represented as means ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by Student’s *t* test or ANOVA or Mantel-Cox log rank test for life-span analyses. See table S1 for life-span statistics and repeats. See fig. S5E for *rpl-11.1* and *rpl-11.2* levels upon *rpl-11.1* silencing.

## DISCUSSION

XPO-1/XPO1 is a conserved nuclear export receptor and is emerging as an important modulator of proteostasis and aging across phyla (*13*). Here, we combined transcriptomic and nucleocytoplasmic partitioning analyses to elucidate the mechanism by which XPO-1 modulates proteostasis and aging. Our transcriptomic analyses revealed pathways related to ribosome formation and function to be commonly diminished across several long-lived nematode models, highlighting them as convergent longevity mechanisms (*17*, *41*, *42*). In addition, our findings on repartitioning of ribosome subunits and translation initiation factors to the nucleus and subsequent translational attenuation upon *xpo-1* silencing concur with earlier reports of life-span extension with translational attenuation (*6*–*8*). The presence of translation initiation factors and other ribosome machinery inside the nucleus has been speculated to function in potential quality control for mRNA and ribosomes through nuclear translation (*43*, *44*). Although *xpo-1* RNAi suppressed global translation, categories involved in cellular maintenance and damage control such as neuronal function, stress response, transmembrane transport, and signaling were among the proteins with increased TE. Increase in ribosomal loading of specific mRNAs in the face of global translation reduction has been reported previously for mitochondrial genes during dietary restriction in *Drosophila* (*20*) and stress response genes during attenuation of translational initiation in *C. elegans* (*19*). We also found that genes with increased translation tended to have longer mRNAs, a pattern similar to earlier reports (*19*), indicative of a switch from growth encoding genes with shorter CDSs to somatic maintenance-related genes with longer CDSs. Translational up-regulation of certain categories such as proteostasis and energy metabolism has been observed despite a global decline in protein synthesis during aging (*45*), suggesting posttranscriptional mechanisms such as selective mRNA translation as important regulators of the aging proteome.

To investigate upstream mechanisms responsible for such translatomic shift, we focused on the nucleolus, the site for rRNA transcription and ribosome biogenesis (*22*). Silencing *xpo-1* caused nucleolar shrinkage stemming, in part, from down-regulation of nucleolar rRNA methyltransferase, fibrillarin (FIB-1/FBL), at transcript and protein levels. We also uncovered that nucleolar size is modulated by autophagic and proteasomal pathways, which coordinately control life span. Our findings mechanistically elucidate the reduction of nucleolar size and lower FIB-1 that characterize longevity models across phyla (*23*). Our data also suggest that dysregulated XPO-1 may lead to large nucleoli associated with diseases of aging such as Hutchinson-Gilford progeria (*46*), cancer (*47*), and oncogenic and replicative senescence (*48*). We found that increased FIB-1 cytoplasmic partitioning in *xpo-1*–silenced worms stemmed from a decrease in nuclear FIB-1, due to reduction in transcription and translation of FIB-1 mRNA. As p53 is a target of XPO1 (*49*, *50*), FIB-1 levels could have been altered via p53-mediated transcriptional repression. Silencing the worm p53 ortholog, *cep-1*, resulted in expanded nucleoli (fig. S5D). In addition, *xpo-1* silencing could also affect *c-myc* mRNA export and its subsequent translation by preventing export of eIF4E (IFE-5), which has an additional function as an mRNA export adaptor protein (*51*). Since *c-myc* is an *FBL* transcription stimulator (*52*), this could be an additional route for *xpo-1*–mediated *fib-1* transcriptional regulation. However, an ortholog of *c-myc* remains elusive in *C. elegans*. Reduction in FIB-1 levels decreases rRNA 2′-*O*-methylation and subsequently hampers the capacity of ribosomes to initiate translation from internal ribosome entry element sites and possibly regulate translational efficiency of specific mRNA for human ribosomes (*53*). Therefore, nucleolar modulation and FIB-1 reduction can affect rRNA processing, translation fidelity, and, ultimately, the translatome.

As nucleolar modulation appears to be a common theme across several longevity paradigms, including *xpo-1* inhibition, we explored whether proteostatic mechanisms, which are enhanced with longevity (*29*), could play a role in modulating nucleoli. Inhibiting autophagy or proteasomal degradation altered nucleolar size and suppressed longevity achieved by *xpo-1* inhibition, suggesting protein degradation capacity as a key driver of nucleolar dynamics in aging. Probing for possible targets of protein degradation pathways that influence nucleoli, we uncovered ribosomal large subunit protein, RPL-11, as a target of LGG-1–mediated degradation. RPL11 is known to contribute to nucleolar integrity by stabilizing p53 (*36*), and its degradation via LGG-1 in *xpo-1*–silenced worms could contribute to reduce nucleolar size. Although very little is known on the nuclear presence and roles of the LGG-1 ortholog, GABARAP, another better-characterized member of the autophagy-related protein 8 (ATG8) family, LC3, has been reported to have roles in the nucleus. A nuclear pool of LC3 is complexed with larger proteins, preventing its passive diffusion through the nuclear pore until autophagy is induced (*54*), and LC3 has been linked to nucleolar surveillance (*55*). Our observations on RPL-11 accumulation in nuclear fractions upon *lgg-1* silencing point toward degradation of RPL-11 via LGG-1. We report decreased RPL-11 levels and enhanced longevity of *daf-2* mutant worms overexpressing LGG-1, which underscores the involvement of RPL-11 as an LGG-1 target in longevity. In addition, *rpl-11.1* or *fib-1* silencing also partially rescued Aβ-expressing worms from paralysis, which underscores their importance as potential targets for neurodegeneration. Ribosomal protein mutations are also seen in ribosomopathies (*56*), diseases characterized by nucleolar and ribosomal defects, and one such disease, Diamond-Blackfan anemia, is accompanied by RPL11 mutations (*57*). Together, these findings demonstrate mechanistic cross-talk between the convergent longevity pathways of nucleolar modulation and autophagy.

Blocking nuclear export by pharmacological inhibition of XPO1 has emerged as a therapeutic strategy in oncology, as elevated XPO1 levels are found in several cancers (*58*–*60*) and XPO1 inhibitors with clinical relevance have recently been found to improve sensitivity to anticancer therapies by inhibiting gene translation (*61*). Longevity, on the other hand, is accompanied by low XPO-1 levels, which differentially distributes proteins, and possibly mRNA, between the nucleus and cytoplasm, thus creating an environment that supports proteostatic resilience and cell survival (*62*). Here, we identified protein partitioning that supports prolongevity phenotypes, including nucleolar constriction, attenuation of ribosome biogenesis and protein synthesis, and enhanced proteostasis (Fig. 5). We also elucidated key players of *xpo-1*–modulated longevity, FIB-1 and RPL-11, both of which are critical determinants of nucleolar size. Last, we uncovered that LGG-1/GABARAP mediates the turnover of RPL-11, linking an autophagy protein to nucleolar size modulation. Together, our study reveals that nucleocytoplasmic partitioning of proteins is a key mechanism for longevity by influencing the specific degradation of ribosomal proteins with roles in nucleolar dynamics.

**Fig. 5.**
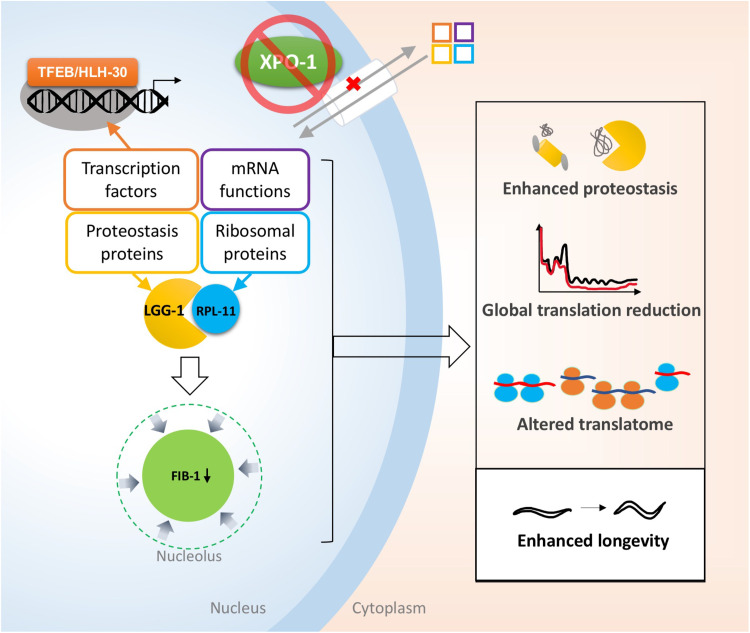
Coordination of proteostasis and ribosome dynamics regulates life span modulated by XPO-1. Inhibition of XPO-1 causes repartitioning of key proteins involved in mRNA functions, proteostasis, and ribosomal proteins to the nucleus. A concomitant reduction of nucleolar size is mediated by reduced levels of nucleolar protein FIB-1 and turnover of ribosomal subunit protein RPL-11 via its association with autophagy protein LGG-1. Protein redistribution and nucleolar constriction lead to enhanced proteostasis, global translation reduction, and altered translatome, ultimately enhancing longevity.

## MATERIALS AND METHODS

### Nematode strains and maintenance

*C. elegans* strains were maintained on nematode growth media agar plates seeded with *Escherichia coli* OP50 at 20°C and handled as described previously (*63*). Ethical approval for nematode experiments was not required by our institution. The list of strains used in this study is given in table S2.

### Cell culture

HeLa cells (American Type Culture Collection, CCL-2) were maintained in Dulbecco’s modified Eagle’s medium high glucose with 10% fetal bovine serum, 2 mM l-glutamine, and 1% penicillin-streptomycin at 37°C with 5% CO_2_ and 95% air.

### Method details

#### *Gene silencing in nematodes by RNAi*

Nematodes were synchronized by hypochlorite and raised at 20°C on OP50 *E. coli* bacteria until adulthood, after which they were transferred onto plates seeded with control bacteria (*E. coli* HT115 expressing vector L4440) or bacteria expressing double-stranded RNA (dsRNA) against the appropriate gene. Adult nematodes were separated from progeny by collection in M9 buffer and gravity sedimentation for 2 min and transferred onto fresh RNAi plates. Transfers were carried out each day until the final day of nematode collection. Nematodes were collected in M9 buffer and frozen until further use for RNA extraction of nucleocytoplasmic fractionation. The specificity of all bacterial RNAi clones used from the Ahringer library (*64*) for the appropriate dsRNA was confirmed by Sanger sequencing (Genewiz). Notably, *rpl-11.1* and *rpl-11.2* are duplicated gene pairs that are present on an autosome (chromosome V) and X chromosome, respectively. Therefore, the autosomal copy functions in germline development due to X chromosome inactivation (*65*). 

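In WBcel235, *rpl-11.1* (WBGene00004422) lies on chromosome V from 3585313 to 3586064 and *rpl-11.2* (WBGene00004423) on chromosome X from 2241738 to 2242618. In total mRNA of control worms, *rpl-11.1* had 1109 ± 59.8 normalized CPM (SD, n = 3) and *rpl-11.2* had 312 ± 22.5 (SD, n = 3). In *xpo-1* RNAi worms they had 861 ± 76.5 and 416 ± 55.1 (SD, n = 4). The log2 fold change of *rpl-11.2* was 0.41 (standard error 0.09, adjusted p = 6.58e-04 from edgeR's quasi-likelihood test). That of *rpl-11.2* was 0.18 with the trend of counts with gene length removed (adjusted p = 0.0268 from the same test) and 0.53 with library size alone. The counting of reads that match both genes is not stated, so each value is uncertain to that extent.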

The RNAi sequences for *rpl-11.1* in the Ahringer library has about 90% identity with *rpl-11.2*, leading to silencing of *rpl-11.2* as well (fig. S5E). The antibody used in this study was raised using RPL11 peptide that has 81.66% identity to RPL11.1 and 82.25% to RPL-11.2.

### Gene silencing and proteostasis inhibition in HeLa cells

Gene silencing in HeLa cells was carried out by forward transfection by plating cells in culture dishes or on coverslips to ~60% confluence and then transfecting them using small interfering RNA (siRNA) to *XPO1* (s14937) or *GABARAP* (136382), respectively, for 48 hours using Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific) in Opti-MEM medium (Gibco). Thereafter, cells on coverslips were fixed using ice-cold methanol for nucleoli straining or were scraped off and used for protein extraction for Western blots. For studies on proteostasis inhibition, cells were treated for an additional 2 hours with 25 μM MG132 (Selleck Chemicals) to inhibit the proteasome or 4 hours with 400 nM bafilomycin A1 (Selleck Chemicals) to inhibit lysosome acidification. This was followed by staining or harvesting for protein collection as described above.

### Total RNA extraction and next-generation sequencing

Total RNA was extracted from approximately 3000 day 5 worms after 96 hours of RNAi using TRIzol reagent and further purified using QIAGEN RNeasy kit. cDNA was prepared as previously described (*14*). Library preparation and next-generation sequencing (NGS) was carried out by Genewiz using polyadenylate selection and Illumina HiSeq for biological replicates samples. Raw counts were gated to exclude genes with reads less than 10. Data analysis was carried out in iDEP.91 (*66*) using read counts (only ≥10) as the input and DESeq2 for calling differentially expressed genes (DEGs) and only significant DEGs (with false discovery rate <0.05 and fold change >1.5-fold). GO term analysis was carried out using WormCat (*16*).

### rRNA levels

Total RNA from control and RNAi-exposed worms at days 1, 10, and 20 of adulthood was extracted as described above. Bands of 26*S* and 18*S* rRNA were visualized on a Bioanalyzer 2100 chip (Agilent Technologies, Santa Clara, CA; Brown University Genomics Core). Gene expression levels for 47*S* pre-rRNA were measured in biological triplicates using iTaq Universal SYBR Green Supermix (Bio-Rad) and a Roche LightCycler 96 (Indianapolis, IN). As mature rRNAs (26*S* and 18*S*) and actin (*act-1*) were affected by *xpo-1* RNAi, we used *pmp-3* for normalization. Statistical analyses were performed using GraphPad Prism 7 (GraphPad Software). Primer sequences used are given in table S3.

### Nucleus-cytoplasm fractionation and proteomics

Following *xpo-1* RNAi or control for 96 hours from adulthood, adult worms were collected in M9 buffer and frozen at −80°C until further use. Frozen nematodes were resuspended in MSB buffer [10 mM tris-HCl and 250 mM sucrose (pH 7.4)] containing protease and phosphatase inhibitors (cOmplete Mini Protease Inhibitor Cocktail and PhosSTOP; Roche) and passed through a ball bearing homogenizer with 18-μm clearance for 40 passes. The lysate obtained was spun down at 500 rpm for 1 min to sediment cuticle and debris. Ten percent of the lysate was set aside as input sample. Nuclear fraction was pelleted by centrifugation at 3200 rpm for 10 min and resuspended in MSB buffer, while the supernatant, consisting of other organelles and cytoplasm, was set aside. Purity of the fractions was validated by Western blotting for tubulin (mostly cytoplasmic) and histone H3 (mostly nuclear). These fractions, along with input samples, were used for Western blot analysis or subjected to TMT labeling, followed by detection of peptides by mass spectrometry from biological duplicates (*67*). Briefly, trypsin was added to the samples (1:50, w/w) and incubated overnight at room temperature. A total of 50 μg of sample from each group was labeled with the TMTpro Kit (Thermo Scientific) on the basis of the quantification achieved from Qubit Fluorometric Quantitation (Thermo Scientific) [“Control, Nucleus” (126, 127N), “Control, Cytosol” (128 N, 128C), “*xpo-1*–silenced worm, Nucleus” (129C, 130N), and “*xpo-1*–silenced worm, Cytosol” (131N, 131C)]. The TMT-labeled peptides were mixed in equal ratios and analyzed simultaneously. The mixture was subsequently fractionated using high-pH reversed-phase fractionation (UltiMate 3000, Thermo Scientific). Thirty fractions were dissolved in buffer A (0.1% formic acid) and analyzed using a nanoflow liquid chromatography–tandem mass spectrometry system consisting of an Easy-nLC and a Orbitrap Exploris mass spectrometer (Thermo Scientific). The peptides were eluted using 90- to 100-min gradients from buffer B (95% acetonitrile and 0.1% formic acid) and introduced into the mass spectrometry instrument via nano-electrospray. Data analysis was carried out using a bioinformatics pipeline (*68*). Briefly, the raw datasets were processed for protein identification using the MS-GF+ (v9979, 08/05/2020) combined with the MS/MS automated selected ion chromatogram generator (MASIC) pipeline with a peptide mass tolerance of 20 parts per million, reporter ion mass/charge ratio tolerance half-width of 2 mDa, and a false discovery rate of 1% for proteins and peptides. All peak lists were searched against the UniProtKB/Swiss-Prot database (2020_09, 26,714 entries) of *C. elegans* sequences (taxonomy ID: 6239) with decoy using the parameters as follows: enzyme, trypsin; maximum missed cleavages, 2; fixed modification, carbamidomethylation (C), TMT tags (K, peptide N termini); and variable modifications, oxidation (M). Datasets with raw values were filtered to remove potential errors using the criteria as follows: elimination of contaminants and reversed sequences for each accession number. Protein relative expression values from the respective unique peptides (only in a single protein) were calculated by summing all peptide intensities of each protein and normalized to the number of the total intensity of each group to estimate the relative amounts of the different proteins within the fraction. (i) The total intensity of each protein (total) is the sum of the intensity of the protein in the nucleus (Nuc) and cytosol (Cyt). (ii) The proportion of the protein in the Nuc and Cyt was calculated according to the following calculation

Total=Nuc+Cyt (1)

$$\begin{array}{c} \text{Nuc}\%=\frac{\text{Nuc}}{\text{Total}}\times 100\\ \text{Cyt}\%=\frac{\text{Cyt}}{\text{Total}}\times 100 \end{array}$$ (2)

The resulting ratios were log-transformed (base = 2) to achieve a normal distribution, and then, log_2_ ratios were averaged per unique protein for subsequent analysis. All differentially expressed proteins were defined in the comparison of the Cyt and Nuc fractions using statistical methodology (multiple *t* test for adjusted *P* < 0.05 with the Holm-Sidak method).

### Polysome profiling and mRNA sequencing

Polysome extraction and profiling were carried out as described earlier (*19*). Briefly, wild-type nematodes fed on *xpo-1* RNAi or control bacteria for 96 hours were collected in ice-cold solubilization buffer [300 mM NaCl, 50 mM tris-HCl (pH 8.0), 10 mM MgCl_2_, 1 mM EGTA, 200 g of heparin/ml, 400 U of RNAsin/ml, 1 mM phenylmethylsulfonyl fluoride, 0.2 mg of cycloheximide/ml, and 1% Triton X-100] and homogenized for 1 min using a micropestle and incubated on ice for 15 min. Debris was separated by centrifuging at 20,000*g* for 10 min at 4°C. A fraction of the supernatant was set aside for total RNA extraction using TRIzol, while the rest was layered on top of a 10 to 50% sucrose gradient in high salt resolving buffer [140 mM NaCl, 25 mM tris-HCl (pH 8.0), and 10 mM MgCl_2_] at 38,000 rpm (>100,000*g*) for 1.5 hours at 4°C. Gradients were fractionated in a Biocomp fraction collector with simultaneous absorbance measurements at 252 nm to generate polysome profiles. RNA was extracted from biological duplicates from monosome and polysome fractions and together, with total RNA, was sequenced by NGS using Illumina HiSeq 2 × 150–base pair sequencing (Genewiz, South Plainfield, NJ). Differentially enriched transcripts were identified using DESeq2 and GO term enrichment by WormCat (*16*). TE was calculated as log_2_ [(polysome/monosome mRNA counts for *xpo-1* RNAi)/(polysome/monosome mRNA counts for control)] as described previously (*69*).

### Fluorescence microscopy and analysis

Nucleoli were visualized and imaged using the *fib-1::gfp* strain, unless mentioned otherwise. Adult nematodes were fed control or RNAi bacteria for 48 hours, and at least five nematodes per treatment were imaged by confocal microscopy using Olympus FV3000 inverted confocal laser scanning microscope (Leduc Bioimaging Facility, Brown University). *Z* stack reconstructions of images at ×10 magnification were used for nucleolar size quantification using particle analyzer tool in ImageJ. For HeLa cells, nucleoli were visualized using SYTO RNASelect dye (Invitrogen, Carlsbad, CA) that preferentially stains RNA as per the manufacturer’s protocol, followed by epifluorescence microscopy using a Zeiss Axiovert 200M fluorescence microscope. Images were analyzed for nucleolar size using particle analyzer in ImageJ from three independent experiments using at least 10 worms, unless mentioned otherwise.

### Immunoprecipitation

The *gfp::lgg-1* strain was grown to adulthood, and day 1 worms were either used for immunoprecipitation (IP) or plated on appropriate RNAi plates for 72 hours and then collected for IP. Worms were collected in IP buffer (137 mM NaCl, 2.7 mM KCl, 4.3 mM Na_2_HPO_4_, 1.47 mM KH_2_PO_4_, 250 mM sucrose, and protease inhibitor) and homogenized for 40 passes through a ball bearing homogenizer. The lysate was centrifuged at 500 rpm for 1 min at 4°C to remove debris. From the supernatant, 10% was set aside as input, and the remaining supernatant was used for IP for GFP or rabbit immunoglobulin G (IgG) or no-antibody control. The lysate was rotated with the appropriate antibody or IgG control overnight at 4°C, followed by incubation with SureBeads magnetic beads (Bio-Rad, Hercules, CA) overnight at 4°C. Beads were magnetically separated followed by five washes as per the manufacturer’s protocol and eluted in Laemmli buffer containing 355 mM β-mercaptoethanol and 50 mM dithiothreitol at 70°C for 10 min. Immunoprecipitated material was separated and visualized by Western blotting. Antibody details for IP and Western blotting are given in table S4.

### Western blotting

Protein extraction from whole worms or cells was carried out by homogenization in radioimmunoprecipitation assay buffer (50 mM tris-HCl, 150 mM NaCl, 1 mM EDTA, 2% SDS, and protease inhibitor) using a micropestle followed by rotation for 1 hour at 4°C and centrifugation at 13,000 rpm for 20 min. Protein concentration was estimated using DC protein assay kit (Bio-Rad). Western blotting was carried out from whole worm or cell lysates or nuclear and non-nuclear fraction from worms or immunoprecipitated material as described before (*13*). Briefly, 20 μg of proteins were loaded onto 4 to 15% TGX gels (Bio-Rad) and resolved by electrophoresis. Proteins were transferred using the Trans-Blot Turbo Transfer System (Bio-Rad) onto nitrocellulose membrane (Bio-Rad). Immunoblotting was conducted using appropriate antibodies, and proteins were visualized with ECL reagents (SuperSignal West Femto, Pierce) using a ChemiDoc Imaging System (Bio-Rad).

### Survival assays

Nematodes were synchronized by bleaching and grown to adulthood on OP50 *E. coli*. On reaching adulthood, they were plated on control or RNAi plates and were scored for survival throughout their life span. They were transferred onto fresh plates until the postreproductive stage.

### Paralysis assays

Inducible Aβ1-42–expressing nematodes were grown until the L4 stage at 20°C, after which they were transferred to RNAi or control plates at 25°C to induce Aβ expression in three independent experiments. They were scored for paralysis and death every day until all worms on the plates were paralyzed.

### Statistical methods

Student’s *t* test was used to compare a single variable between two conditions. One-way analysis of variance (ANOVA) was used to compare a single parameter between three or more conditions, and two-way ANOVA was used to compare multiple parameters. In ANOVAs, Tukey’s multiple comparisons test was used, and all conditions were compared to all other conditions. Statistical analyses for these were performed using the software GraphPad Prism 9. Mantel-Cox log rank test was used for life-span analyses and was performed using Stata SE 15.0.

How the deposited data were processed for this re-analysis (not part of the article)

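Total mRNA was sequenced from 3 control and 4 *xpo-1* RNAi cultures of about 3000 worms at day 5 of adulthood, after 96 hours of RNAi at 20°C. The authors deposited raw counts of reads per gene for each library, without normalization. The genome and gene coordinates in the files match WBcel235. The methods name iDEP and DESeq2 for the calls; the aligner, the counting program and the use of strand are not stated.

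Library totals were 30126048 to 32336573 counts (median 31186042) in control and 25661124 to 30665379 in *xpo-1* RNAi. Of 46546 named features, 44690 were matched to a WormBase identifier with Ensembl release 115 or data file S1. Replicates were compared by a chi-square over genes, which gave 5.82 to 8.99 per degree of freedom between control libraries and 4.08 to 18.7 between *xpo-1* RNAi libraries, so none was a copy of another. The genes were filtered at 10 counts in at least 3 libraries, normalized by TMM (normalized CPM are counts scaled to these totals) and tested in edgeR 4.0.16 with the quasi-likelihood test (robust), with Benjamini-Hochberg adjustment. Calls used an adjusted p-value under 0.05 and a fold change over 1.5. Standard errors were taken from the log2 fold change and the F statistic. DESeq2 1.42.0 and limma 3.58.1 were run in R 4.3.3. Gene sets, 16 in all, were fixed by gene symbol and tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the sets. Categories come from data file S1, which gives them only for the genes it lists.

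The fits were tested on simulated counts for 16384 genes with 200 changed. The edgeR fit recovered 182 (91%) with 3 false calls, and the DESeq2 fit recovered 177. Few simulated genes changed, in directions drawn at random, whereas many changed in the data. The simulation therefore does not test the scaling or the calls near the fold change minimum.

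Named genes follow a rule set before the data were examined: *xpo-1* and the nematode genes whose levels or RNAi the text discusses, the *nol* genes of data file S1, and the 5 largest rises and 5 largest falls among called genes whose groups do not overlap. Alternatives set at the same time covered the test, the normalization, the count filter, a replicate block, each library left out in turn, the thresholds, gene length, and the gene set test. The replicate pairing comes from the replicate numbers of the labels, and replicate 4 has no control. Further alternatives were added after the data were seen. These were a DESeq2 fit on genes with at least 10 counts in every library, a fit on protein-coding genes, and a grid of 12 DESeq2 fits over features, filter and threshold, chosen after the paper's counts were also seen. All 12 are reported. GC content was not used here. Polysome and proteome measurements are not analysed here apart from lists in the paper's data files.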

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

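The tests on data file S1 by kind of name and the count of embryo marker genes in each direction, for embryos or larvae among the control worms, were chosen only after the results were seen.

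Among the 6647 differentially expressed genes, 2995 have a gene name and are not in data file S1. These are genes outside the list the paper analysed by category. How often data file S1 lists genes of each kind of name is given under the other observations.

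The 29 major sperm protein genes had a mean log2 fold change of -2.52, and all 29 were down-regulated. The mean was -2.40 with library size alone and -2.87 with the length trend removed, so neither choice accounts for it. With the inter-gene correlation estimated from the data, the adjusted p from camera was 0.241 (3.06e-27 to 0.241 over the alternatives that keep all libraries). These genes are close copies of each other, and the counting of shared reads is not stated, which affects single genes more than the sum of the set. The 21 germline marker genes had a mean log2 fold change of -0.56, with 21 of 21 below 0 (-0.43 with library size alone). The 66 mitochondrial ribosomal protein genes had a mean of -0.48, with 63 of 66 below 0 (-0.36 with library size alone). The 134 collagen genes had a mean of -1.03, with 73 down-regulated and 30 up-regulated (-0.91 with library size alone). GC content was not tested for these or the other gene sets, so a GC effect is not excluded for any of them.

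For the fall in collagen, embryo and pharyngeal cuticle transcripts (*abu-1*, *abu-6* and *abu-15* among the 5 largest falls), embryos or larvae among the control worms are a possible explanation. The 10 embryo marker genes went both ways, with 6 down-regulated and 2 up-regulated, but these are genes in which the fall was seen, so the count does not test embryos or larvae among the control worms, and that explanation is left open.

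In 3 of 51 measures, 1 of the 4 *xpo-1* RNAi libraries stood apart from the others, about the number that chance gives at 1 in 20. These were the share of counts on the X chromosome (gap over range 0.89, replicate 1 at 10.3% against 11.4% to 11.6%), the mean of the proteasome genes (0.875, replicate 3 lowest) and the mean of the V-ATPase genes (0.886, replicate 1 lowest). No explanation was tested for them.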

How the results depend on the processing

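The number of differentially expressed genes stayed within 1.5 times of 6647 under both DESeq2 fits (6275), the other normalizations, the count filters (5416 to 7362), removal of the length trend (5992) and the protein-coding genes alone (6179, added after the data were seen). It was 6149 to 6669 across the 7 fits that each left out one library. With no fold change minimum, 11735 genes passed (6253 higher, 5482 lower), and with glmTreat against 1.5-fold, 3799 passed (2243 higher, 1556 lower). DESeq2's default filtering gave the same count as no filtering. The share of higher genes among the calls was 62.0%, and it was 72.9% with library size alone and 51.5% with the length trend removed. The median log2 fold change of all genes was 0.08 with TMM and 0.20 with library size alone, so values with library size alone sit higher for most genes, though not by the same amount for each (*srh-96* went from 6.39 to 6.45).

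The 12 DESeq2 fits over features, count filter and threshold were chosen after the values and the paper's counts were seen. With all features, the 6 fits called 5086 to 6596 genes. With features that have a sequence name only, genes with at least 10 counts in at least 3 libraries gave 3271 (1663 higher, 1608 lower) at 1.5-fold and 3185 (1623 higher, 1562 lower) at a log2 fold change of 0.6. At least 10 counts in total gave 3408 (1688 higher, 1720 lower) and 3342 (1663 higher, 1679 lower). At least 10 counts in every library gave 2639 (1387 higher, 1252 lower) and 2554 (1340 higher, 1214 lower). These fits leave out *xpo-1* and *fib-1*, which have gene names.

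The log2 fold change of *xpo-1* stayed between -1.91 and -1.58 and that of *fib-1* between -0.72 and -0.46 over the settings that keep all libraries and test these genes, each with an adjusted p under 0.05. Whether *fib-1* passed the 1.5-fold minimum depended on the normalization: -0.58 with TMM, -0.64 with DESeq2's size factors and -0.46 with library size alone. The odds ratios stayed above 1 under every alternative for which they were computed, from 20.9 to 45.7 for mRNA functions and from 5.78 to 9.79 for stress response. These are computed on the paper's own listed genes, so they do not show stability outside that list.

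With camera's inter-gene correlation estimated from the data, the means are the same and no set passed. The adjusted p-values were 0.593 for the cytosolic ribosomal protein genes (-0.25, from 1.67e-19), 0.464 for the nucleolar and ribosome biogenesis genes (-0.35, from 9.87e-11), 0.159 for the translation initiation factor genes (-0.41, from 3.72e-13), 0.464 for the splicing genes (-0.235, from 3.20e-07) and 0.464 for the pathogen response genes (0.40, from 5.75e-06), the range being over the alternatives that keep all libraries. The heat shock protein genes changed sign at -0.042 with both DESeq2 fits and DESeq2's size factors and at -0.10 with the length trend removed, and passed with fry at 0.015 (adjusted p = 0.00492, the lowest of a range up to 0.464). With library size alone, *rpn-10* changed sign to 0.068, the autophagy genes to 0.032, the V-ATPase genes to 0.054 and the vitellogenin genes to 0.049. These sign changes with library size alone, and those of the heat shock protein genes with DESeq2's size factors, are as large as the move in the median of all genes (0.08 with TMM, 0.20 with library size alone, 0.02 with DESeq2's size factors), so they come from the scaling. The vitellogenin genes were at 0.24 with the length trend removed. For the sign changes with the length trend removed and the results of fry and of the estimated correlation, the cause was not tested. Among other named genes and gene sets, 10 comparisons became weaker and 6 stronger under other settings, and 2 became weaker and 1 stronger with a library left out.

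Same-numbered libraries deviated from their group means with a mean correlation of 0.03, against -0.01 for libraries of other numbers. This gives no sign that the numbers pair the cultures, but so few pairs cannot exclude it. With a replicate block, 6342 genes were called (3954 higher, 2388 lower), *xpo-1* was at -1.80 and *fib-1* at -0.57. Under the block the gene sets were at -0.29 (cytosolic ribosomal protein), -0.33 (nucleolar), -0.42 (translation initiation factor), -0.23 (splicing), 0.37 (pathogen response) and 0.0025 (heat shock protein). The GC offset, alone and with the replicate block, was not run, since GC content was not used here.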

Differences from the paper's values

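The paper reports 2553 differentially expressed genes, 1172 lower and 1381 higher, against 6647, 2524 and 4123 here. Of the alternatives set before the data were examined, glmTreat against 1.5-fold brought the total (3799) and the lower genes (1556) within 1.5 times of the paper's, and its higher genes (2243) were not. None of the others set before the data were examined closed the gap, DESeq2 with its default filtering (6275) included. DESeq2 on the features with a sequence name only came within 1.5 times of all 3 counts in each of 6 fits (2554 to 3408 in total), which were chosen after seeing the values and the paper's counts, out of 12 run. The closest in total were 2639 (1387 higher, 1252 lower) at 1.5-fold and 2554 (1340 higher, 1214 lower) at a log2 fold change of 0.6, both on genes with at least 10 counts in every library. Being picked from 12 fits with the paper's counts known, they show only that such a setting exists. Data file S1 lists *xpo-1* and *fib-1*, which fits on sequence names alone leave out, so the paper's features were not exactly these. Among the 12 fits, the listed fold changes were closest with all features and at least 10 counts in total (median difference 0.007). The closest fit on sequence names alone had a median difference of -0.0152.

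For *xpo-1*, the paper's data file S1 gives a log2 fold change of -1.93678, against -1.85 here. Within the error means below that the 2 values differ by no more than 1 standard error of the fit named. Both values come from the same libraries, so this standard error does not measure how far they disagree. It was within the error with DESeq2 (-1.91), DESeq2's size factors, no count filter and 10 counts in total, and also without control 1, control 2, *xpo-1* RNAi 1 or *xpo-1* RNAi 3. The other alternatives set before the data were examined left it outside. That of *fib-1* is -0.667035 in the paper's list and -0.58 here, which is not called at 1.5-fold. DESeq2 and DESeq2's size factors (-0.64), no count filter (-0.61) and removal of the length trend (-0.72) gave values within the error and past 1.5-fold. It was also past 1.5-fold with 10 counts in total (-0.60) and without control 1, control 2, *xpo-1* RNAi 1 or *xpo-1* RNAi 2, and of these the fits without control 1, control 2 and *xpo-1* RNAi 2 were within the error. With the adjusted p alone and no fold change minimum, *fib-1* is called. That of *nol-56* (K07C5.4) is -0.769758 in the paper's list and -0.68 here, and -0.74 with DESeq2. That of *nol-14* (Y48G1A.4) is -0.7047 in the paper's list and -0.62 here, and -0.68 with DESeq2. Both were within the error with DESeq2, DESeq2's size factors and no count filter, and without control 2, *nol-56* also with the length trend removed, and *nol-14* also with the replicate block and without *xpo-1* RNAi 4. The other alternatives set before the data were examined left these 3 genes outside. DESeq2 on genes with at least 10 counts in every library, chosen after seeing the values, was within the error for all 4 genes, with *fib-1* at -0.62. Over the listed genes this fit still differed from the paper's values by a median of 0.0498. DESeq2 on all features with at least 10 counts in total, also chosen after seeing the values, differed by a median of 0.007. Over the 2547 genes compared, the value here minus the paper's had a median of 0.0846, with quartiles of 0.0836 and 0.0855. Genes between these quartiles shifted by nearly the same amount, so being within or outside the error is not particular to the 4 genes.

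Of the genes compared, 6 were more than 0.5 from that median, named here after their values were seen. The paper lists *tra-2* and *pbrm-1* as higher, and they were at -0.72 and -0.95 here. It lists *ctsa-2*, *lep-2* and *pdcd-2* as lower, and they were at 0.37, 0.08 and 0.26. It lists *gld-2* as lower, at -1.39 here.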

Other observations

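The tests on names in data file S1, on detected features and on the splits of gene sets were chosen only after the results were seen.

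All 35 splits of the 7 libraries into 3 and 4 were refitted. Only 1 of the 35, the real one, gave as many as 6647 genes, and the 34 others gave none (12 to 7394 genes at an unadjusted p under 0.05, against 12081 in the real split). Of the 8 splits that part all 3 same-numbered pairs, 1 gave as many, and 8 splits cannot give a share under 0.05. Means as large in size as the real one came from 1 of 35 and 1 of 8 splits for the nucleolar, translation initiation factor, splicing and pathogen response genes, from 2 of 35 and 2 of 8 for the cytosolic ribosomal protein genes, and from 28 of 35 and 7 of 8 for the heat shock protein genes. For the cytosolic ribosomal protein genes, the other split set 3 *xpo-1* RNAi libraries against the 3 control libraries and the remaining *xpo-1* RNAi library (mean 0.26), so it holds most of the real contrast. In the library means of this set, every *xpo-1* RNAi library was below every control library (two-sided exact permutation test, p = 0.0286). Library size overlapped between the groups (the highest *xpo-1* RNAi total was 30665379), and 5992 genes were called with the length trend removed, of which 5078 were among the 6647 in the same direction. The higher genes went from 4123 to 3087 with it, so gene length does not account for the number of genes but bears on which genes are called and in which direction.

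Data file S1 holds few genes with a gene name. Of the genes called by edgeR, it lists 77 of 3072 with a gene name (2.51%) and 2282 of 3575 with a sequence name (63.8%). Under DESeq2 on genes with at least 10 counts in every library, a fit added after data file S1 was seen, 86 of 2591 called genes with a gene name (3.32%) were in data file S1, against 2364 of 2683 with a sequence name (88.1%). Small changes or low counts do not explain this, since among called genes over 2-fold and above the median count 14 of 295 with a gene name (4.75%) and 225 of 225 with a sequence name were listed (two-sided Fisher's exact test, p = 1.44e-131). This is consistent with genes that have a gene name being left out of the list at some step. Which step was not tested. The smallest log2 fold change in data file S1 is 0.6006 in size in either direction.

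A fall of germline tissue in *xpo-1* RNAi worms is a hypothesis whose test, on the means of 3 marker sets and on X-linked genes, was set in advance. The germline, oocyte and embryo marker sets had mean log2 fold changes of -0.56, -0.22 and -1.01. Other scalings shift the medians of X-linked and autosomal genes nearly alike, so they do not test the difference between them. The median of X-linked genes was 0.3048 above that of autosomal genes (0.3117 with the length trend removed). *rpl-11.1* fell by 0.7777 on the log2 scale relative to *rpl-11.2*. Both are consistent with less germline RNA, since the paper states that the autosomal copy functions in the germline. GC content was not tested, so a GC effect is not excluded. Whether less germline RNA accounts for the falls of the ribosomal protein, nucleolar, initiation factor and splicing genes was not tested. With the inter-gene correlation estimated from the data, the adjusted p of the germline set was 0.241 (3.56e-13 to 0.241 over the alternatives that keep all libraries). It was 0.531 for the oocyte set and 0.159 for the embryo set. Over the same alternatives the oocyte mean was between -0.28 and -0.097, and the embryo mean between -1.17 and -0.50. Genes of both sets went both ways, with 4 oocyte genes down-regulated and 2 up-regulated, and 6 embryo genes down-regulated and 2 up-regulated.

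At equal totals of 25656491 counts, 20726 to 20846 features were detected in control libraries and 22097 to 22403 in *xpo-1* RNAi libraries (two-sided exact permutation test, p = 0.0286, the smallest possible), so library size does not account for it. No biological explanation was tested.

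The paper used *pmp-3* to normalize quantitative PCR. In these libraries *pmp-3* had a log2 fold change of -0.46 (standard error 0.07, adjusted p = 1.17e-05 from edgeR's quasi-likelihood test), -0.34 with library size alone and -0.52 with DESeq2's size factors. *act-1*, which the paper states was affected, was at -0.74. *lgg-1* was at 0.44 (standard error 0.06, adjusted p = 1.45e-05), and at 0.20 with the length trend removed. For both *pmp-3* and *lgg-1*, the 4 *xpo-1* RNAi libraries did not overlap the 3 control libraries. Relative to *pmp-3*, the difference of *lgg-1* was 0.90 (two-sided exact permutation test, p = 0.0286) and that of *fib-1* was -0.12 (p = 0.229 from the same exact test). These are RNA-seq values and not the paper's PCR measurements.

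Of the 1651 genes of data file S4, which the paper lists as changed in polysomes only, 1586 were tested in the total mRNA libraries used here and 576 were differentially expressed, 493 in the same direction and 83 in the opposite direction. The paper made that list against total RNA set aside before ribosome fractionation, which was not used here, so these counts do not test the list. The largest rises were in genes near 0 counts in control, with *F32A7.8* at least 26.4-fold higher and *E02H4.8* at least 10.1-fold higher.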
